A study of Mus musculus with 9 samples. Its data were reported in "Redistribution of PU.1 partner transcription factor RUNX1 binding secures cell survival during leukemogenesis" (2024).

How the data were processed

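Poly-A RNA of 3 mouse cell lines was sequenced from stranded libraries, 3 per line. The authors quantified reads with salmon against a mouse transcriptome and summed them to genes with tximport, and the deposited table holds estimated counts per gene as whole numbers, not scaled to library size. The release of the transcriptome for these libraries and whether counts were scaled for transcript length were not stated, so a change in transcript use may alter a count without a change in molecules. Gene symbols and identifiers are those of the table. Coordinates, biotypes, transcript lengths and GC content came from GENCODE M21 on GRCm38, in which 54094 of the 54347 identifiers were found and 253 were not.

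Lines were taken from the sample labels, and libraries keep the numbers in the labels. Total counts per library were 20331064 to 28588718. TMM factors were 0.938 to 1.04, and the common biological coefficient of variation was 0.173. Genes were kept by filterByExpr with a minimum count of 10, which left 13082 genes and put aside 0.0499% of counts. Counts were fitted with edgeR 4.0.16 in R 4.3.3, with all 9 libraries in one quasi-likelihood model with line as the only factor. The 3 pairs of lines were compared by two-sided quasi-likelihood F tests, and p was adjusted by Benjamini-Hochberg over the genes tested. A gene was called at an adjusted p under 0.05 and a fold change over 1.5, the thresholds of the study. Standard errors are the absolute log2 fold change divided by the square root of F. CPM are counts scaled by library total and TMM factor. A fold against a line whose libraries were all at or under 3 counts is given as a lower bound, from a floor of 3 counts per library.

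Signatures were tested with fgsea 1.28.0, which permutes genes, on all tested genes ranked by the signed square root of F, with 2000 permutations, a smallest p of 1e-10 and a seed of 1. The number of permutations and the smallest p were set after initial results, to shorten the computation. The 4 signatures came from the study's gene lists, and p was adjusted over 12 tests. Camera and fry came from limma 3.58.1. Other gene lists were written down from the text of the study or as marker genes of cell types. They were the screen, survival, cytokine receptor, partner factor, autophagy, mitophagy and lysosome genes, autophagy regulators, examples of signatures 1 and 2, and markers of neutrophils, monocytes, stem cells, basophils and mast cells, megakaryocytes, erythroid and lymphoid cells. *Hoxb8*, *Xist* and 4 Y-linked genes checked the lines.

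Genes that could be named were fixed by a rule: the survival genes, examples of signatures 1 and 2, partner factors, autophagy regulators, neutrophil and monocyte markers, *Hoxb8*, *Xist* and the Y-linked genes, and the 3 higher and 3 lower called genes with the smallest p in each comparison. Members of the other lists could be named where called. One gene covered by the rule is not reported here. *Fcer1a*, which was not tested, is named outside that rule. So are *Ms4a2* and *Lmo4* for Hox-URE against Hox-WT, where they were not called. A test chosen after the result was seen rests on these genes. The grouping, the tests, the thresholds, the lists, that rule and all alternatives but 1 were set before the data were examined.

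The code was tested on simulated data, drawn around the mean of all libraries with the library sizes and gene-wise spread of the data, with 200 of 12765 tested genes changed. The edgeR fit called 188 of the 200 in the right direction (94%) and 12 unchanged genes. In a comparison with no changed gene it called 0, with 583 genes at an unadjusted p under 0.05. DESeq2 called 192 of the 200 (96%), 31 unchanged genes, and 14 genes in the comparison with none changed. A raised set and a lowered set both had an adjusted p of 3e-10 with NES of 3.83 and -3.87, and a random set had 0.413.

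Alternatives were other scalings (DESeq2-style size factors in edgeR, upper-quartile, library size only), no filter on low counts, at least 10 counts in every library, only the 6 libraries of the lines compared, the replicate number as a block, DESeq2 1.42.0, no fold change threshold, a test against a fold change of 1.5 (glmTreat), leaving out Y-linked genes and *Xist*, and leaving out each library in turn. For signatures they also included ranking by log2 fold change, members with a mean of at least 10 CPM, camera and fry. Leaving out pseudogenes was chosen after seeing the data. All columns of the table were used, and the figures were drawn with matplotlib 3.10.9.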

Results

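Messenger RNA was sequenced from 3 mouse myeloid cell lines. Hox-WT and Hox-URE are progenitor lines made by immortalizing bone marrow cells with a Hoxb8 fusion protein that is active while estradiol is present. Hox-WT came from a wild-type mouse and Hox-URE from a mouse lacking the upstream regulatory element (URE), an enhancer of *Spi1*, the gene of the transcription factor PU.1. URE-AML is a line of leukemic blasts with the same deletion. The study lists Hox-WT as a line from an earlier publication, and Hox-URE and URE-AML as established in-house. A difference in how the lines were made or kept therefore cannot be set apart from the deletion. Each line had 3 libraries, numbered 1 to 3. Each genotype and stage is represented by 1 line, so every difference reported here is a difference between lines, and the spread is that between libraries of a line. Total counts were 25857565 to 28588718 in Hox-WT, 20879183 to 28300453 in Hox-URE and 20331064 to 23907360 in URE-AML. At these depths the floor of 3 counts stood at 0.104 to 0.153 CPM (counts scaled to library size), which covers counting error only.

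The table listed 54347 genes, of which 31051 had 0 counts in all 9 libraries and 13082 were tested. The log2 CPM of libraries of one line correlated across genes with Pearson's r of 0.976 to 0.991. Between lines r was 0.837 to 0.851 for Hox-URE and Hox-WT, 0.760 to 0.768 for URE-AML and Hox-WT, and 0.758 to 0.777 for URE-AML and Hox-URE. Genes are not independent replicates, so these values only describe the libraries. The first principal component held 58.7% of the variance and set URE-AML apart from both Hox lines. The second held 34.9% and set Hox-URE apart from Hox-WT. No pair of libraries within a line was alike within sampling noise. The smallest chi-square per degree of freedom over genes was 19.3 and the largest was 107, for Hox-URE libraries 1 and 3, so none of the 9 was a second copy of another. These values do not show whether libraries of a line came from separate cultures. The labels gave no sequencing batch.

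*Spi1* was examined before other genes because its enhancer is deleted in both URE lines. *Spi1* (ENSMUSG00000002111, chromosome 2, 91082390 to 91115756 of GRCm38, plus strand, protein-coding) had 103 ± 6.79 CPM (SD, n = 3) in Hox-WT, 0.026 ± 0.0226 CPM (SD, n = 3) in Hox-URE and 4.79 ± 2.02 CPM (SD, n = 3) in URE-AML. The Hox-URE libraries held 1, 1 and 0 counts of it, so its level there was at least 669-fold lower than in Hox-WT (adjusted p = 6.56e-08, edgeR). URE-AML differed from Hox-WT by a log2 fold change of -4.42 ± 0.28 (SE, edgeR adjusted p = 4.53e-07). *Spi1* was at least 31.3-fold higher in URE-AML than in Hox-URE (edgeR adjusted p = 4.29e-06). Each difference was in the same direction for every library and was past the threshold under each of the 20 alternatives that gave a value. Among these, the log2 fold change of URE-AML against Hox-WT ran from -4.69 to -4.11, and both ends came from leaving out a URE-AML library.

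The gene used for immortalization and sex-linked genes gave a check on the identity of the lines. *Hoxb8* (ENSMUSG00000056648) had 65.8 ± 4.07 CPM (SD, n = 3) in Hox-WT and 132 ± 7.98 CPM (SD, n = 3) in Hox-URE. It had 0 counts in each of the 3 URE-AML libraries, which allows up to 0.121 to 0.143 CPM, and was at least 461-fold lower there than in Hox-WT. The table does not separate the inserted from the endogenous gene. *Xist* (ENSMUSG00000086503), transcribed from the inactive X chromosome of female cells, had 635 to 720 counts in Hox-WT libraries, 360 to 926 in URE-AML libraries and 0 in the Hox-URE libraries. The summed counts of the 4 Y-linked genes *Ddx3y*, *Eif2s3y*, *Kdm5d* and *Uty* were 2732 to 4092 in Hox-URE libraries, 1 to 2 in Hox-WT libraries and 0 to 1 in URE-AML libraries. All 4 were called higher in Hox-URE than in Hox-WT, by at least 209-fold to at least 392-fold. None was called between URE-AML and Hox-WT, and 0 of the 4 had an unadjusted p under 0.05.

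**Figure D1:**
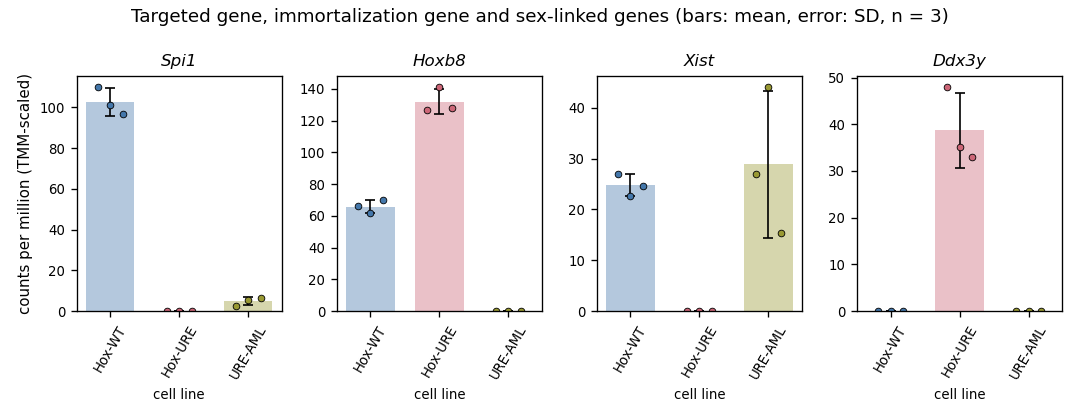
CPM with TMM scaling for 4 genes in the 3 cell lines (points: libraries, bars: mean, error bars: SD, n = 3). *Spi1* averages 103 in Hox-WT, 0.026 in Hox-URE and 4.79 in URE-AML, *Hoxb8* is listed at 0 in URE-AML, and Hox-URE alone has *Ddx3y* counts and no *Xist* counts.

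The comparison of Hox-URE with Hox-WT asks which genes differ between progenitors with and without the enhancer. A gene was called when its adjusted p was under 0.05 and its fold change over 1.5. Of the 13082 genes tested, 4873 were called (37.2%), 2789 higher and 2084 lower in Hox-URE. Between URE-AML and Hox-WT, 5648 genes were called (43.2%), 3011 higher and 2637 lower in URE-AML. Between URE-AML and Hox-URE, 5591 genes were called (42.7%), 2662 higher and 2929 lower in URE-AML. In 7886, 8843 and 8218 genes, in that order of comparisons, the 3 libraries of one line did not overlap with the 3 of the other, where chance gives 10% of genes. Over the alternatives the counts were lowest when only genes with at least 10 counts in every library were tested, at 3200, 3602 and 3553. They were highest with no fold change threshold, at 6936, 7549 and 7586. Which direction held more genes depended on the scaling in 2 comparisons. With library size as the only scaling, 2502 genes were higher and 2545 lower in Hox-URE against Hox-WT, and 3166 higher and 2605 lower in URE-AML against Hox-URE.

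The 3 higher and 3 lower genes with the smallest p in each comparison had absolute log2 fold changes, or bounds, of at least 5.53. Among the 3 with the smallest p that were higher in Hox-URE than in Hox-WT, *Man1a* (ENSMUSG00000003746) had a log2 fold change of 5.53 ± 0.13 (SE, edgeR adjusted p = 3.16e-09, n = 3 per line). The others were the processed pseudogenes *Morf4l1-ps1* (7.13 ± 0.15, SE) and *Gm5905* (9.25 ± 0.23, SE). Of the 3 lower genes, *Tifab* (ENSMUSG00000049625) had a log2 fold change of -7.05 ± 0.14 (SE), while *Fcgr2b* and *Sirpa* were at least 442-fold and at least 295-fold lower in Hox-URE. In URE-AML against Hox-WT the 3 higher genes with the smallest p were processed pseudogenes, *Rps3a3* (log2 10.98 ± 0.18, SE), *Gm8730* (10.87 ± 0.18, SE) and *Gm9625* (7.04 ± 0.14, SE). The lower genes were *Bace1* (ENSMUSG00000032086, -9.45 ± 0.18, SE), *Slco3a1*, at least 1377-fold lower, and the noncoding *Gm42047* (-11.04 ± 0.25, SE). Between URE-AML and Hox-URE, *Rps3a3* and *Gm8730* again led the higher genes, with *Sirpa* at least 1195-fold higher. *Bace1* had a log2 fold change of -9.37 ± 0.18 (SE) there, and *Hgf* and *Arhgap6* were at least 3379-fold and at least 705-fold lower in URE-AML. Reads of processed pseudogenes can be hard to tell from those of their parent genes in counts estimated from transcript sequences. Pseudogenes made up 4.22% of tested genes and 9, 22 and 14 of the 100 genes with the smallest p in the 3 comparisons.

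The study had defined 4 gene signatures in single progenitor cells of mice, and asked whether the lines keep them. Signatures 1 and 2 were lower, and signatures 3 and 4 higher, in cells of mice without the enhancer. Signature 1 held stem cell and growth genes, signature 2 PU.1-activated myeloid genes, signature 3 survival genes and signature 4 neutrophil genes. The lists used here held 270, 590, 346 and 712 genes, with 236, 553, 307 and 677 tested. That of signature 2 was 1 gene shorter than the published one. Gene set enrichment ranked genes by the signed square root of F and gave a normalized enrichment score (NES), with p adjusted over the 12 tests of 4 signatures in 3 comparisons. The smallest p it estimates is 1e-10, which becomes 1.5e-10 after adjustment. In Hox-URE against Hox-WT the NES was -2.34 for signature 1, -3.00 for signature 2, 2.46 for signature 3 and 2.52 for signature 4, each at that smallest adjusted p of 1.5e-10. Of signature 1, 47.0% of tested members were called lower and 13.6% higher, and of signature 2, 49.7% lower and 8.86% higher. Of signature 3, 57.7% were called higher and 8.47% lower, and of signature 4, 52.7% higher and 9.31% lower. Of all tested genes 21.3% were called higher and 15.9% lower. The median log2 fold change was -0.56, -0.62, 0.97 and 0.73 for signatures 1 to 4.

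In URE-AML against Hox-WT the NES was -2.46 for signature 1, -2.44 for signature 2 and 2.34 for signature 4, each at an adjusted p of 1.5e-10. Signature 3 had an NES of -1.24 (permutation adjusted p = 0.0373), although 115 of its members were called higher and 90 lower and their median log2 fold change was 0.14. That score did not hold up. It was 1.19 with the DESeq2 test (adjusted p = 0.0877), 1.17, 1.20 and 1.18 without URE-AML libraries 1, 2 and 3, and -1.22 without Hox-URE library 2, and its adjusted p ran from 0.00351 to 0.895 over the alternatives. Between URE-AML and Hox-URE, signature 3 was lower in URE-AML, with an NES of -2.26 (permutation adjusted p = 1.5e-10), 162 members called lower and 55 higher, and a median log2 fold change of -0.77. Signature 1 was also lower there, with an NES of -1.66 (permutation adjusted p = 0.000125). Signature 2 had an NES of 1.19 (permutation adjusted p = 0.0371), which became -0.956 without Hox-URE library 1. Signature 4 had an NES of 1.31 (permutation adjusted p = 0.00292), with 215 members called higher, 213 lower and a median log2 fold change of -0.04.

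These enrichment p-values treat genes as independent. In camera with the correlation between genes estimated, only signature 2 in Hox-URE against Hox-WT and in URE-AML against Hox-WT had an adjusted p under 0.05, at 0.00115 and 0.00212. In the rotation test fry, all but signature 3 in URE-AML against Hox-WT and signature 4 in URE-AML against Hox-URE had an adjusted p under 0.05. Fry asks whether a set moved at all, while camera asks whether it moved more than other genes, so fry is the easier test to pass here. Camera with a preset correlation also left out signature 2 in URE-AML against Hox-URE.

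**Figure D2:**
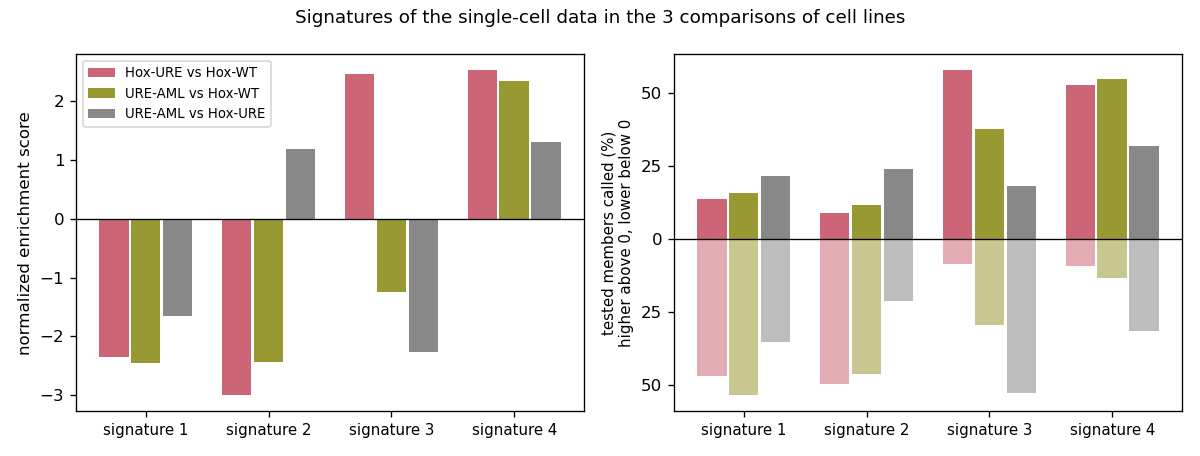
Left, normalized enrichment score of the 4 signatures in the 3 comparisons of lines. Right, percent of tested members called higher (above 0) and lower (below 0). Signature 3 scores 2.46 in Hox-URE against Hox-WT and -2.26 in URE-AML against Hox-URE, and its score of -1.24 in URE-AML against Hox-WT changes sign under the DESeq2 test and without any 1 URE-AML library.

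Signature 3 was the basis of a knockdown screen in which the study looked for genes that the URE lines need for growth more than Hox-WT. Its 16 genes with a human counterpart were selected in URE-AML, and the set selected in Hox-URE was only partly the same. Of 16 screen genes named by the study, 13 were called higher in Hox-URE than in Hox-WT and 0 lower, and 0 were lower at an unadjusted p under 0.05. These counts were also 13 and 0 adjusted over the list alone. Leaving out Hox-URE library 2 gave 1 lower gene. In URE-AML against Hox-WT 5 of the 16 were called higher and 0 lower, with 2 lower at an unadjusted p under 0.05. The counts were again 5 and 0 adjusted over the list alone. In URE-AML against Hox-URE 1 was higher and 10 were lower, and adjusted over the list alone also 1 and 10. The list came from the single-cell signature and the screen, not from these libraries. Its genes belong to signature 3, of which 57.7% of tested members were called higher in Hox-URE and 37.5% in URE-AML, against Hox-WT.

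Levels were examined in more detail for 7 survival genes, 6 from the screen and *Bcl2*. *Acss2* (ENSMUSG00000027605, chromosome 2, 155517948 to 155585724) had 8.45 ± 0.522 CPM in Hox-WT, 89.5 ± 34 in Hox-URE and 5.59 ± 2.31 in URE-AML (SD, n = 3 each). Its log2 fold change was 3.40 ± 0.35 (SE, edgeR adjusted p = 2.5e-05) in Hox-URE against Hox-WT, and -0.60 ± 0.35 (SE, edgeR adjusted p = 0.165) in URE-AML against Hox-WT. *Bcl2* (ENSMUSG00000057329, chromosome 1, 106538178 to 106714274) had 16.7 ± 2.83 CPM in Hox-WT, 80.4 ± 7.52 in Hox-URE and 30.9 ± 6.2 in URE-AML (SD, n = 3 each). Its log2 fold change against Hox-WT was 2.27 ± 0.18 (SE, edgeR adjusted p = 3.39e-06) in Hox-URE and 0.89 ± 0.17 (SE, edgeR adjusted p = 0.00123) in URE-AML. *Fbxl8* and *Vmp1* were higher in Hox-URE than in Hox-WT with log2 fold changes of 0.76 and 0.71, and were not called in the test against a fold change of 1.5. *Rab37* had 0.96 ± 0.33 (SE, edgeR adjusted p = 0.0312), which fell to 0.62 (edgeR adjusted p = 0.132) without Hox-URE library 3. It was also past 0.05 without Hox-URE library 2, Hox-WT library 1 or Hox-WT library 2, with an adjusted p of 0.0754, 0.109 and 0.0667. *Plekha5* had -0.42 (edgeR adjusted p = 0.0858), and -0.61 (edgeR adjusted p = 0.0306) without Hox-URE library 2. *1700017B05Rik* had 0.48 (edgeR adjusted p = 0.00259), short of a 1.5-fold change.

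In URE-AML against Hox-WT, *Bcl2* was the only one of the 7 genes called in the 9-library fit. *Fbxl8* had a log2 fold change of -0.14, *Vmp1* of 0.00, *Plekha5* of -0.04 and *1700017B05Rik* of 0.07 there, within their standard errors of 0.15, 0.11, 0.19 and 0.10. *Rab37* had -0.76 (edgeR adjusted p = 0.0773), and was called lower without Hox-URE library 1 (-0.77), Hox-URE library 3 (-0.77) or Hox-WT library 1 (-0.96). It was also called lower with DESeq2 (adjusted p = 0.0449), with no filter on low counts (edgeR adjusted p = 0.0264) and with only the 6 libraries of these lines (edgeR adjusted p = 0.023), and its adjusted p ran from 0.00301 to 0.337 over the alternatives. Between URE-AML and Hox-URE 5 of the 7 were called lower and 0 higher, with 0 higher at an unadjusted p under 0.05. The counts adjusted over the list alone were 5 higher and 0 lower in Hox-URE against Hox-WT, 1 and 0 in URE-AML against Hox-WT, and 0 and 5 in URE-AML against Hox-URE. At an unadjusted p under 0.05, 0 of the 7 were lower in Hox-URE and 1 was lower in URE-AML against Hox-WT.

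**Figure D3:**
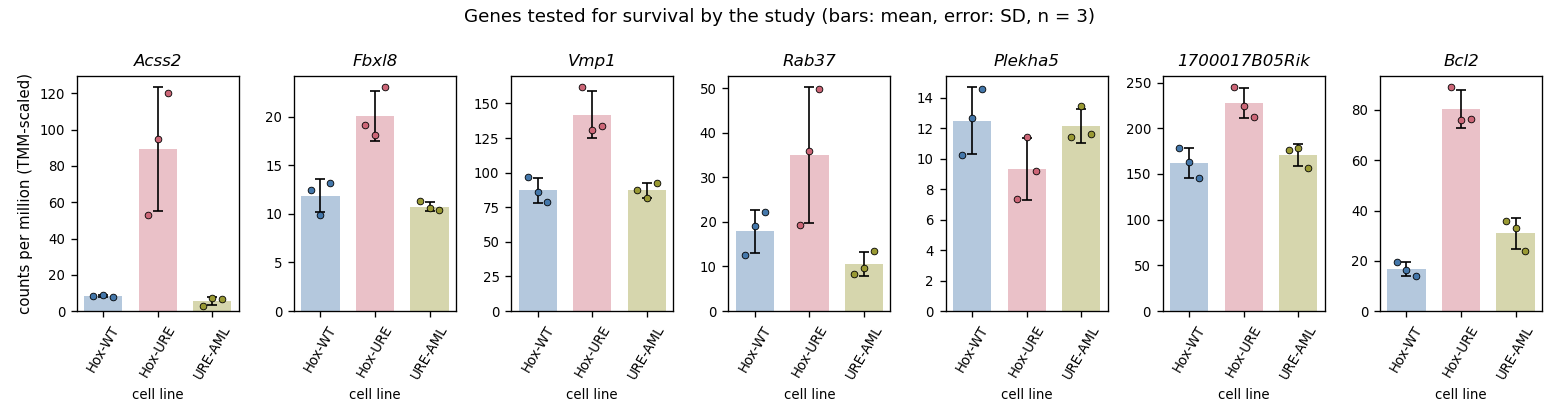
CPM with TMM scaling for the 7 survival genes in the 3 cell lines (points: libraries, bars: mean, error bars: SD, n = 3). *Acss2* averages 8.45, 89.5 and 5.59 and *Bcl2* 16.7, 80.4 and 30.9 in Hox-WT, then Hox-URE, then URE-AML.

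The study described underexpressed cytokine receptors in single cells of mice without the enhancer. The list examined in the lines held receptors of those kinds and others that the study did not name as underexpressed, among them *Kit*, *Csf3r*, *Il3ra*, *Csf2rb* and *Csf2rb2*. Of 15 cytokine receptor genes, 6 were called higher and 8 lower in Hox-URE than in Hox-WT, 5 and 7 in URE-AML against Hox-WT, and 5 and 6 in URE-AML against Hox-URE. They were 6 and 8, 5 and 7, and 6 and 6 adjusted over the list alone. *Kit* had log2 fold changes of -2.02 ± 0.13 (SE, edgeR adjusted p = 9.74e-07) in Hox-URE and -0.85 ± 0.13 (SE, edgeR adjusted p = 0.000217) in URE-AML, against Hox-WT. *Tnfrsf13b* was at least 481-fold lower in Hox-URE than in Hox-WT, and *Csf2ra* and *Csf3r* had log2 fold changes of -2.15 and -3.16. *Flt3* had a log2 fold change of -2.92 ± 0.19 (SE, edgeR adjusted p = 5.6e-06) in Hox-URE, and was at least 758-fold lower in URE-AML than in Hox-WT. The receptors of interleukin 3 went the other way, as did *Il1r1*, *Il4ra* and *Il10ra*. The study named components of the receptors that *Il1r1*, *Il4ra* and *Il10ra* encode, but not of the interleukin 3 receptor, among those underexpressed in its single-cell data. *Il4ra* had a log2 fold change of 1.55 ± 0.12 (SE, edgeR adjusted p = 3.05e-06) in Hox-URE against Hox-WT, and *Il10ra*, at 0 counts in Hox-WT, was at least 72.9-fold higher. *Il3ra* rose by 3.27 ± 0.20 (log2, SE, edgeR adjusted p = 8.09e-07) in Hox-URE and by 1.74 ± 0.20 (log2, SE, edgeR adjusted p = 3.3e-05) in URE-AML. *Csf2rb* rose by 3.57 ± 0.14 and 1.61 ± 0.13 (log2, SE, edgeR adjusted p = 4.59e-08 and 3.39e-06). *Csf2rb2* had a log2 fold change of 4.37 ± 0.67 (SE, edgeR adjusted p = 0.000368) in Hox-URE, where its level varied between libraries (371 ± 305 CPM, SD, n = 3). *Csf2rb* and *Csf2rb2* lie on chromosome 15, whose genes were higher as a whole in Hox-URE by a median log2 of 0.33.

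Signature 1 had 10 listed example genes, of which 9 were tested. Of these, 1 was called higher and 6 lower in Hox-URE than in Hox-WT, 2 and 5 in URE-AML against Hox-WT, and 2 and 5 in URE-AML against Hox-URE. With p adjusted over the list alone they were 1 and 6, 2 and 5, and 4 and 5. *Cd34* was at least 10050-fold lower in URE-AML than in Hox-WT. In Hox-URE its log2 fold change of -0.63 (edgeR adjusted p = 0.0224) became -0.42 without Hox-URE library 1, which is short of a 1.5-fold change, and its adjusted p was 0.0598 and 0.0642 without Hox-WT library 2 or 3. *Il1r1* was the example called higher, with a log2 fold change of 7.64 ± 0.29 (SE, edgeR adjusted p = 3.67e-08). Of 5 examples of signature 2, 1 was called higher and 4 lower in Hox-URE, 0 and 4 in URE-AML against Hox-WT, and 2 and 1 in URE-AML against Hox-URE. These became 1 and 4, 0 and 4, and 2 and 2 adjusted over the list alone, and at an unadjusted p under 0.05 0 were higher in URE-AML against Hox-WT. The one called higher in Hox-URE was *Ccr2*, with 12.7 ± 1.92 CPM in Hox-WT and 885 ± 49.8 CPM in Hox-URE (SD, n = 3 each, log2 6.13 ± 0.20, SE, edgeR adjusted p = 1.46e-08).

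Autophagy was the process the study tied to survival of URE cells, with lists of proteins that were more abundant in Hox-URE. Of 19 autophagy genes, 10 were called higher and 0 lower in Hox-URE than in Hox-WT, and 7 and 0 in URE-AML against Hox-WT. Of 13 mitophagy genes these counts were 7 and 0, and 4 and 1. Of 29 lysosome genes they were 11 and 0, and 11 and 5. All 3 lists gave the same counts adjusted over the list alone. At an unadjusted p under 0.05, 0 autophagy, 0 mitophagy and 1 lysosome genes were lower in Hox-URE, and 0 autophagy genes were lower in URE-AML, against Hox-WT. Without Hox-URE library 1 the lysosome genes called higher in Hox-URE were 18. That fit kept Hox-WT library 1, so an effect shared by library number may add to this count. Between URE-AML and Hox-URE the counts of higher and lower genes were 2 and 5 for autophagy, 2 and 7 for mitophagy, and 3 and 13 for lysosome genes, also when adjusted over the list alone. The study had chosen these lists by protein levels in Hox-URE and Hox-WT cells, so they are not independent of the first comparison.

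Among 11 autophagy regulators, 10 were tested. The study named these 10 from proteins more abundant in Hox-URE, so they are not independent of the first comparison or of the lists above. They gave 4 higher and 0 lower genes in Hox-URE against Hox-WT, 6 and 1 in URE-AML against Hox-WT, and 2 and 2 in URE-AML against Hox-URE, with the same counts when adjusted over the list alone. None was lower in Hox-URE at an unadjusted p under 0.05, a count of 0. *Atg7* (ENSMUSG00000030314) rose in both lines against Hox-WT, by 1.34 ± 0.09 in Hox-URE (log2, SE, edgeR adjusted p = 1.3e-06) and by 1.38 ± 0.09 in URE-AML (log2, SE, edgeR adjusted p = 5.83e-07). *Sqstm1*, which is not in the list of regulators, had a log2 fold change of 1.81 ± 0.24 (SE, edgeR adjusted p = 0.000132) in Hox-URE, and -0.41 ± 0.23 (SE, edgeR adjusted p = 0.153) in URE-AML. *Foxo3* was not called in Hox-URE (0.23, edgeR adjusted p = 0.0965), and was lower in URE-AML by a log2 fold change of -1.58 ± 0.11 (SE, edgeR adjusted p = 8.62e-07). *Lamp1* and *Lamp2* were not called in Hox-URE against Hox-WT (log2 0.55 and 0.46, edgeR adjusted p = 0.107 and 0.119). Both were called higher without Hox-URE library 1, with log2 fold changes of 0.82 and 0.65 (edgeR adjusted p = 0.00238 and 0.0195). Library 1 had the fewest counts of both in Hox-WT too (*Lamp1* 5545, 8958 and 9307, *Lamp2* 3375, 5786 and 5351 in libraries 1, 2 and 3). That fit kept Hox-WT library 1, so an effect shared by library number may account for these calls. No other alternative called either gene, the replicate block included.

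PU.1 acts with partner factors, and the study centred on RUNX1. Of 7 partner factor genes, 1 was called higher and 1 lower in Hox-URE than in Hox-WT, 3 and 1 in URE-AML against Hox-WT, and 2 and 0 in URE-AML against Hox-URE. The same counts were 1 and 1, 3 and 1, and 3 and 0 adjusted over the list alone. The gene higher in Hox-URE was *Cebpb*, a call lost without Hox-URE library 3, Hox-WT library 2 or Hox-WT library 3. Its edgeR adjusted p was then 0.0751, 0.0860 and 0.0638, and it was 0.151 in glmTreat. The gene lower in URE-AML against Hox-WT was *Runx3*. It fell short of a 1.5-fold change without URE-AML library 1 (log2 -0.564) and was not called in glmTreat (adjusted p = 0.342). At an unadjusted p under 0.05, 3 were lower in URE-AML than in Hox-URE. *Runx1* (ENSMUSG00000022952) had 22.9 ± 5.12 CPM in Hox-WT, 23 ± 8.96 in Hox-URE and 37 ± 4.02 in URE-AML (SD, n = 3 each). A difference between Hox-URE and Hox-WT was not detected (log2 0.00 ± 0.27, SE, edgeR adjusted p = 1). URE-AML was at the threshold against Hox-WT (log2 0.69 ± 0.27, SE, edgeR adjusted p = 0.0495), and without Hox-WT library 1 the log2 fold change was 0.54 (edgeR adjusted p = 0.159). That call was also lost without URE-AML library 1, 2 or 3, Hox-URE library 2 or Hox-WT library 3, with an edgeR adjusted p of 0.134, 0.0751, 0.0817, 0.0676 and 0.114. It was lost as well with DESeq2-style size factors (edgeR adjusted p = 0.0509), upper-quartile scaling (0.0573) and glmTreat (0.366), and its adjusted p ran from 0.00464 to 0.366 over the alternatives. *Cebpe* was lower in Hox-URE (log2 -3.11 ± 0.19, SE, edgeR adjusted p = 8.09e-07) and higher in URE-AML (log2 2.41 ± 0.18, SE, edgeR adjusted p = 1.53e-06), against Hox-WT.

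Marker genes of blood cell types, listed before the counts were seen, placed the lines apart. Of 12 neutrophil markers, 1 was called higher and 10 lower in Hox-URE than in Hox-WT, 10 and 1 in URE-AML against Hox-WT, and 11 and 0 in URE-AML against Hox-URE. Adjusted over the list alone they were 2 and 10, 10 and 1, and 11 and 0, and 0 were lower in URE-AML than in Hox-URE at an unadjusted p under 0.05. *Elane* (ENSMUSG00000020125) had 181 ± 62.4 CPM in Hox-WT, 9.29 ± 1.29 in Hox-URE and 7311 ± 3116 in URE-AML (SD, n = 3 each). *Mpo* fell in both lines against Hox-WT, with log2 fold changes of -9.93 ± 0.63 in Hox-URE and -4.71 ± 0.49 in URE-AML (SE, edgeR adjusted p = 8.77e-07 and 1.95e-05). Of 8 tested monocyte markers, 1 was called higher and 5 lower in Hox-URE, and 3 and 2 in URE-AML, against Hox-WT. Adjusted over the list alone they were 1 and 5, and 3 and 3. Of 6 tested stem cell markers, 0 were higher and 4 lower in Hox-URE, and 1 higher and 5 lower in URE-AML, against Hox-WT. Adjusted over the list alone the counts stayed at 0 and 4, and 1 and 5, and 0 were higher in Hox-URE at an unadjusted p under 0.05.

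Of 6 tested basophil and mast cell markers, 4 were called higher and 0 lower in Hox-URE, and 1 and 4 in URE-AML, against Hox-WT. *Prss34* had 0.213 ± 0.0901 CPM in Hox-WT and 706 ± 336 CPM in Hox-URE (SD, n = 3 each). Of 4 megakaryocyte markers, 2 were higher and 1 lower in Hox-URE, and 1 and 3 in URE-AML. Of 7 tested erythroid markers, 0 were higher and 2 lower in Hox-URE, and 2 and 2 in URE-AML. Of 2 tested lymphoid markers, 1 was higher and 0 lower in Hox-URE, and 0 and 1 in URE-AML. At an unadjusted p under 0.05, 0 basophil and mast cell and 0 lymphoid markers were lower and 0 erythroid markers higher in Hox-URE, and 0 lymphoid markers were higher in URE-AML. Counts adjusted over the list alone were the same, apart from 2 lymphoid markers lower in URE-AML.

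The last comparison asks how far the preleukemic and the leukemic line share their differences from Hox-WT. In the 2 comparisons 3037 genes were called in both, of which 2404 (79.2%) went the same way, 1353 higher and 1051 lower. The other 633 went opposite ways, 378 higher in Hox-URE and lower in URE-AML, and 255 the reverse. Both comparisons use the same Hox-WT libraries. In 20 simulations in which all 9 libraries were drawn from the Hox-WT means, at most 1 gene was called in a comparison, and 0 were called in both. With no line changed there was almost nothing to call, so this speaks only to sampling noise. It does not show how many shared calls arise when each line differs from Hox-WT on its own. Across genes the 2 fold changes correlated with r = 0.448. The simulations of unchanged lines gave r of 0.436 to 0.531 with a mean of 0.482, from shared libraries alone. With different Hox-WT libraries for each line, which share no chance values, r over 6 pairs of libraries was 0.404 to 0.423. Most of r therefore does not need shared libraries, although both comparisons still share Hox-WT as a line. A feature of Hox-WT alone would enter both comparisons in the same direction. How much of the 79.2% this accounts for was not tested.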

Values the study reported

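The study reported 1919 differentially expressed genes between progenitors of URE-deleted and wild-type mice in its single-cell data. It grouped them into signatures of 270, 591, 346 and 712 genes. Among the 5616 proteins it found by mass spectrometry, Hox-URE cells had more of 957 and less of 604 than Hox-WT cells.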

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

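The tests of the scaling for genes with opposite calls, of signature 3, and of cells of another type among the neutrophil genes were chosen only after the result was seen.

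Hox-URE and URE-AML moved 633 genes in opposite directions against Hox-WT, and each of the 633 was also called in the direct test between the 2 lines. The direct test comes from the same fit, where opposite changes add up, so it is no separate support. The scaling of the libraries explains the opposite calls poorly, since a wrong factor shifts all genes of a comparison one way, and both opposite patterns held many genes. The rarer pattern had at least 252 genes under the 3 other scalings, which gave 623 to 633 genes with opposite calls. A single library was also not needed, since the 9 fits that each left out a library gave at least 523, without Hox-WT library 2. The count was lowest, at 323, when only genes with at least 10 counts in every library were tested. A biological difference remains open, since the lines differ in stage, as progenitors or leukemic blasts. They also differ in the animal of origin, its sex and the use of Hoxb8, and with 1 line of each kind none of these could be set apart from the others.

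Signature 3, the survival signature, was higher in Hox-URE than in Hox-WT and had an NES of -2.26 in the direct test of URE-AML against Hox-URE, which drew attention because the study looked at survival genes in both. The NES nearest 0 was -2.26 under the 3 other scalings and -2.22 over the 9 fits that each left out a library, which speaks against scaling and single libraries. Correlation between the genes of the signature cannot be told apart from a shift of the set. Fry gave an adjusted p of 4.97e-05, but it asks only whether the set moved at all, not whether it moved more than other genes. With the correlation estimated by camera the adjusted p was 0.161, and the range over all alternatives was 1.5e-10 to 0.161. With 9 libraries that correlation is estimated poorly, which keeps it open. A difference between a preleukemic and a leukemic line is a possible explanation that stays untested, because 1 line of each was sequenced.

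Of the 12 neutrophil markers, 8 were called in opposite directions in the 2 lines against Hox-WT. All 8 were called between the lines, which is no separate support, since opposite changes add up in the same fit. They were *Elane*, *S100a8*, *S100a9*, *Prtn3*, *Camp*, *Ngp*, *Ltf* and *Cebpe*. Under the scaling of each of the 3 alternatives all 8 kept opposite calls. Without a single library at least 7 did, and the lowest number came without URE-AML library 3, Hox-URE library 1 or 2, or Hox-WT library 2 or 3. Neutrophil cells of another type mixed into the URE-AML cultures cannot be told apart from neutrophil genes expressed by the blasts themselves. A count of 10 of the 12 markers was higher in URE-AML than in Hox-WT, but *Mpo* was lower there (192 ± 19 CPM against 5042 ± 1516 CPM, SD, n = 3 each) and *Mmp8* was not called (1.4 against 1.1 CPM). Hox-URE did not lack neutrophil genes as a whole. *Lcn2* had 133 CPM there against 8.06 in Hox-WT, and signature 4, of neutrophil genes, had an NES of 2.52 against Hox-WT. *Ctsg* had 3325 against 1993 CPM and was not called, although 8 of the 21 alternatives called it higher. The opposite calls therefore cover part of the neutrophil genes, and why these genes differ was not tested beyond these values.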

How the results depend on the processing

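Spi1 kept its direction and its side of the threshold in all 3 comparisons under every alternative that gave a value. So did signature 2 against Hox-WT in both URE lines, with NES from -3.06 to -2.38 in Hox-URE and from -2.52 to -1.95 in URE-AML. The cytokine receptors higher in Hox-URE (4 to 6), and the mitophagy genes higher (5 to 10) and lower (0), stayed within 1.5 times or at 0. No alternative turned a called gene into a call in the opposite direction. Library size alone moved the median log2 fold change of all genes by 0.109 in URE-AML against Hox-URE.

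Testing only genes with at least 10 counts in every library removes genes that are off in one line, leaving 10022. The calls were then 3200 (1841 higher, 1359 lower) in Hox-URE against Hox-WT, 3602 (1891, 1711) in URE-AML against Hox-WT and 3553 (1668, 1885) in URE-AML against Hox-URE. Cytokine receptors called lower in Hox-URE were 3. Genes called the same way in both URE lines were 1477, opposite ways 323, and r was 0.473. Signature 3 in URE-AML against Hox-WT had an NES of 1.38. In URE-AML against Hox-URE, signature 2 had 1.06 and signature 4 -1.21. With no fold change threshold, 3294 genes were lower in Hox-URE than in Hox-WT, 1 lysosome gene was lower and 988 genes were called opposite ways. The glmTreat test asks for more than a 1.5-fold change. It gave 1335 genes lower in Hox-URE, 8 screen, 6 autophagy and 7 lysosome genes higher, and 341 opposite genes. Library size only gave 1 lower lysosome gene, and turned the larger direction in Hox-URE against Hox-WT (2502 higher, 2545 lower) and in URE-AML against Hox-URE (3166, 2605).

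Signature 3 in URE-AML against Hox-WT reversed to 1.19 with DESeq2, and had -1.12 when ranked by log2 fold change. Its adjusted p, with the opposite sign, was 0.724 in camera with a preset correlation, 0.895 with the correlation estimated and 0.155 in fry. Signature 2 in URE-AML against Hox-URE lost its call with DESeq2 (1.12), ranking by log2 fold change (1.14), members of at least 10 CPM (1.16), only 6 libraries (1.16), and the block (1.10). Its adjusted p was 0.503 and 0.487 in the 2 camera settings. Signature 4 in URE-AML against Hox-URE had 1.14 when ranked by log2 fold change, and adjusted p of 0.724, 0.895 and 0.540 in camera preset, camera estimated and fry. With the correlation estimated, camera gave an adjusted p of 0.0764 for each of signatures 1, 3 and 4 in Hox-URE against Hox-WT. It gave 0.0568 and 0.114 for signatures 1 and 4 in URE-AML against Hox-WT, and 0.351 and 0.161 for signatures 1 and 3 in URE-AML against Hox-URE. With only the 6 libraries of each comparison r was 0.590. Apart from the filter and the thresholds, the cause was not tested.

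The replicate block was tried once. Libraries with the same number correlated after removal of line means by 0.271, 0.0995 and 0.174 in Hox-URE and Hox-WT and by 0.01 to 0.0923 in the other pairs. All were above 0, but not every pair of any comparison passed 0.1, so the libraries were treated as unpaired. The third principal component, with 2.01% of the variance, was above 0 in library 1 and below 0 in library 3 of each line, so a weak effect shared by number stays open. With the block, 4908, 5679 and 5584 genes were called, and 88, 75 and 102 of the calls without it were lost. It added calls of *Rab37* (-0.75) and *Acss2* (-0.68) in URE-AML against Hox-WT, *Ctsg* (0.73) in Hox-URE against Hox-WT and *Runx1* (0.76) in URE-AML against Hox-URE.

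Across the 9 fits that each left out a library, signature 3 in URE-AML against Hox-WT ran from -1.37 to 1.20 and signature 2 in URE-AML against Hox-URE from -0.956, without Hox-URE library 1, to 1.29. Lysosome genes higher in Hox-URE ran from 10 to 18, the latter without Hox-URE library 1, and lower from 0 to 1. Screen genes lower ran from 0 to 1.

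Of 113 results of named genes, 90 stayed the same in direction and call under every alternative. In 2323 comparisons of these results with an alternative, 27 were weaker, 28 stronger and 20 reversed. The reversals were of log2 fold changes near 0 that were never called. *Runx1* in Hox-URE against Hox-WT was -0.0262 under upper-quartile scaling, -0.11 with library size only, -0.00479 with 6 libraries and -0.0223 with the block, and -0.26 to 0.28 without single libraries. In URE-AML against Hox-WT, *Vmp1* was -0.0344 under upper-quartile scaling and -0.0783 to 0.0819 without single libraries, *Plekha5* -0.17 to 0.0728 and *1700017B05Rik* -0.0167 to 0.14. *Atg7* in URE-AML against Hox-URE was -0.0171 to 0.12.

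Depth limits folds of genes near the floor, such as *Spi1* in Hox-URE and *Hoxb8* in URE-AML, to lower bounds.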

Other observations

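The tests of cells of another type among basophil and mast cell genes, of pseudogenes against their parents, and of a few genes with large changes on chromosome 15 were chosen only after the result was seen.

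The text of the study derives URE-AML from leukemic blasts of a URE-deleted mouse, set apart from the immortalized lines, while the record of the series names a HoxURE mouse as their source. The largest *Hoxb8* count in the 3 URE-AML libraries was 0, against 1725 to 2016 counts in Hox-WT and 2503 to 3481 in Hox-URE libraries. This argues against an expressed construct in URE-AML, down to the floor of 3 counts. A silent copy would leave no counts.

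The lines come from animals of different sex by their transcripts. In 1 line, Hox-URE, *Xist* was off and all 4 Y-linked genes were on, and the other lines had the reverse. Loss of a Y chromosome would not turn on *Xist*. Sex is therefore one of the differences between Hox-URE and both other lines, and the comparison of Hox-URE with Hox-WT alone cannot set it apart from the deletion. URE-AML has the deletion too, with the *Xist* and Y-linked pattern of Hox-WT. A sex difference thus cannot account for the calls in URE-AML of the 2404 genes called the same way in both URE lines, *Spi1* among them. For genes called in Hox-URE only, it stays open. Leaving out the Y-linked genes and *Xist* left the 4873 calls of Hox-URE against Hox-WT at 4867.

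Copy numbers of whole chromosomes were examined through the median fold change of each chromosome, relative to all genes. The largest departure was a median log2 of -0.39 (-0.386), for chromosome 15 in URE-AML against Hox-URE. In Hox-URE against Hox-WT the 511 tested genes of chromosome 15 had a median of 0.33, and in URE-AML against Hox-WT of -0.00210. The next largest departure was on chromosome 5, with 0.23 in URE-AML against Hox-URE and 0.18 against Hox-WT. The 3 Hox-URE libraries stood at 0.37, 0.30 and 0.29 over the other chromosomes. Among 10000 random sets of as many genes the largest departure was 0.14. An extra copy in Hox-URE would raise all parts of the chromosome. With its genes split by position into 4 parts, the lowest median of a part was 0.192, above the 0.15 set beforehand, and the others were 0.39, 0.33 and 0.37. The GC content of the transcripts explains it poorly, since the median was 0.301 with that trend removed. A few genes with large changes also explain it poorly, since 67.7% of its 511 genes were above the median of all genes, against at most 58.1% in 10000 random sets. Having 3 copies against 2 in all cells would give 0.585 if expression followed copy number. An extra copy in part of the Hox-URE cells, or with damped expression, is a candidate explanation from these values, without DNA data to test it. It would bear on few calls, since 219 of the 4873 genes called in Hox-URE against Hox-WT lie on chromosome 15, 169 of them higher.

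Sequence inherited with the deleted enhancer could differ around *Spi1*. Within 10 Mb of it 35.8% of 67 genes were called in Hox-URE against Hox-WT and 37.3% of genes elsewhere (two-sided Fisher's exact p = 0.899). In URE-AML against Hox-WT these shares were 52.2% and 43.1% (two-sided Fisher's exact p = 0.139). Linked sequence is not needed for calls near *Spi1*, and single linked genes stay open.

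Properties of the libraries and transcripts did not account for the number of calls. With every library drawn down to the smallest depth, the fewest genes called in a comparison were 4739. With the trend on GC content removed the fewest were 4873, and with the trend on transcript length removed 4880. Of the 4873 genes called in Hox-URE against Hox-WT, 4647, 4697 and 4780 were called in the same direction in these 3 fits.

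Other splits of the 6 libraries of each comparison were fitted as well. In Hox-URE and Hox-WT, 1 of the 10 splits called as many genes as the real one (4652), which was the real split itself. The same held for 1 of the 10 splits of URE-AML and Hox-WT (5515) and 1 of the 10 splits of URE-AML and Hox-URE (5331). The other splits called 0 genes, with at most 372, 108 and 305 genes at an unadjusted p under 0.05. With 10 splits the share cannot go under 0.1, so the share itself decides nothing. In 20 simulations of unchanged lines at most 1 gene was called in a comparison, so sampling noise alone does not give such numbers.

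Pseudogenes were common among the genes with the largest changes. They were 4.22% of tested genes but 6.30%, 10.3% and 9.02% of the genes called with an absolute log2 fold change over 5, in Hox-URE against Hox-WT, URE-AML against Hox-WT and URE-AML against Hox-URE. Among all called genes they were not more common than among tested genes, at 2.67%, 4.05% and 4.04%. Reads of the parent gene that spill over in proportion to its level explain this poorly where the parent is known by name. Over all 101 pairs of pseudogene and parent, called or not, the log2 fold changes correlated with r of -0.0510, -0.189 and -0.0682 in the 3 comparisons. In 20 simulations in which each pseudogene followed its parent, r was at least 0.508, 0.774 and 0.842, over at least 90 pairs. These pairs hold 19, 40 and 43 of the 130, 229 and 226 called pseudogenes. For the other 451 tested pseudogenes, whose parent was not known by name, spill-over stays untested, as it does for single pairs. Sequence variants of the lines against the reference transcripts cannot be told apart from transcription of the pseudogenes for the 229 pseudogenes called between URE-AML and Hox-WT, because estimated counts hold no read sequences. Variants would move reads from parent to pseudogene. The parent fell for 20 of 21 pseudogenes that rose by over 20 CPM in URE-AML against Hox-WT, by a like size (within 1.5 times) in 4. However, 84.2% of the parents of all 101 pairs fell there. In Hox-URE against Hox-WT the parent fell for 4 of 14, all 4 by a like size. These 4 pseudogenes rose by log2 fold changes of 6.20 to 15.1. The rest of the 14 rose by at most 0.784, with parents that rose as well, so they are not among the large changes. Such a shift of reads may account for single pairs, these 4 among them. For the set in URE-AML the values do not decide, because parents fell in most pairs. Animals of different strain background could carry such variants. The study gives a single strain background for its URE-deleted mice and littermates. The background of the animal behind each line was not analysed here.

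Genes of basophils and mast cells were higher in Hox-URE. *Prss34* had 706 CPM in Hox-URE against 0.213 in Hox-WT, *Cpa3* 2665 against 548, *Mcpt8* 83.8 against 8.56 and *Gata2* 217 against 109. Cells of another type mixed into the cultures would bring all their abundant transcripts, but 3 of the 7 genes of the list were not called higher. *Fcer1a* had 0 counts in both Hox lines, and *Ms4a2* (5.08 against 3.62 CPM) and *Lmo4* (108 against 115 CPM) were not called. *Cpa3*, *Gata2* and *Lmo4* were expressed above 100 CPM in Hox-WT too. These genes cannot decide on such a mixture, because the level each would have in a mixed-in cell was not measured. Over Hox-URE libraries 1, 2 and 3 the counts rose for *Cpa3* (21087, 67308 and 86844) and *Mcpt8* (1200, 2144 and 2329). They did not rise steadily for *Prss34* (16223, 10673 and 21222) or *Gata2* (5738, 4789 and 4782). *Cpa3* and *Mcpt8* also rose over Hox-WT libraries 1, 2 and 3 (9658, 15807 and 20714, and 144, 195 and 385). Their rise is therefore not particular to Hox-URE and may follow the library number. These counts were not scaled to library size. A mixture whose share differs between libraries is not decided by them and stays open. A partial basophil or mast cell program in Hox-URE progenitors is another hypothesis drawn from the same values.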
